# The Histone Deacetylase Inhibitor I13 Induces Differentiation of M2, M3 and M5 Subtypes of Acute Myeloid Leukemia Cells and Leukemic Stem-Like Cells

**DOI:** 10.3389/fonc.2022.855570

**Published:** 2022-04-12

**Authors:** Xiangyu Ma, Mengjie Zhao, Zhuo-Xun Wu, Jingfang Yao, Lei Zhang, Jinhong Wang, Zhenbo Hu, Liuya Wei, Zhe-Sheng Chen

**Keywords:** acute myeloid leukemia, differentiation therapy, antigen processing and presentation, blockage of differentiation, HDAC inhibitor

## Abstract

Acute myeloid leukemia (AML) is a heterogeneous hematologic malignancy characterized by reduced differentiation of myeloid cells and uncontrolled cell proliferation. AML is prone to drug resistance and has a high recurrence rate during treatment with cytarabine-based chemotherapy. Our study aims to explore the cell differentiation effect of a potent histone deacetylase inhibitor (HDACi), I13, and its possible mechanism on AML cell lines (Kasumi-1, KG-1, MOLM-13 and NB4). It has been shown that I13 can significantly inhibit proliferation and colony formation of these AML cells by inducing cell differentiation coupled with cell-cycle exit at G0/G1. Mechanically, I13 presented the property of HDAC inhibition, as assessed by the acetylation of histone H3, which led to the differentiation of Kasumi-1 cells. In addition, the HDAC inhibition of I13 likely dictated the activation of the antigen processing and presentation pathway, which maybe has the potential to promote immune cells to recognize leukemic cells and respond directly against leukemic cells. These results indicated that I13 could induce differentiation of M3 and M5 subtypes of AML cells, M2 subtype AML cells with t(8;21) translocation and leukemic stem-like cells. Therefore, I13 could be an alternative compound which is able to overcome differentiation blocks in AML.

## Introduction

Acute myeloid leukemia (AML) is the most common clonal disease in adult acute leukemia and accounts for more deaths than any other leukemia (1). It is characterized by impaired differentiation of myeloid cells and aggregation of immature progenitor cells in the bone marrow. Acute promyelocytic leukemia (APL), the M3 subtype of AML, is one of the most aggressive forms and accounts for 10-15% of AML (2). For the treatment of APL, the combination of all-trans retinoic acid (ATRA) and arsenic trioxide (ATO) results in myeloid differentiation of the leukemic blasts and yields a 90% disease-free survival rate of 5 years. In addition, AML with (8;21) translocation is associated with 40-80% of M2 subtype of AML and 12-20% of AML in totality (3). Futhermore, AML with mixed-lineage leukemia (MLL) gene rearrangements (MLLr) associated with subtypes M4 and M5 of AML, is found in about 10% of AML patients with poor prognosis (4). Cytarabine (AraC) has been used as the cornerstone of induction therapy/consolidation therapy for non-APL AML. The 5-year survival rate of patients younger than 60 years of age with non-APL AML is about 40%, while only 10- 20% of those older than 60 years has achieved 5-year survival (5). The unsatisfactory outcomes of non-APL AML highlight the continuous need to develop novel therapies. Differentiation therapy with ATRA for APL has introduced a paradigm for success of cell differentiation therapy for AML (6). However, differentiation therapy with ATRA is not effective in non-APL AML.

Histone deacetylase (HDAC) is an epigenetic regulator of histone tail, chromatin conformation, protein-DNA interaction, and transcriptional and post-transcriptional modification (7, 8). HDAC inhibitors have been highlighted as a new category of anticancer drugs that regulate cell proliferation, differentiation and apoptosis through altering the acetylation status of histone and non-histone proteins (9, 10). Some HDAC inhibitors that have been approved in cancer therapy by the United States Food and Drug Administration (FDA) include suberoylanilide hydroxamic acid (SAHA), FK228, LBH58925 and PDX10124. SAHA (11) and FK228 (12) have been approved for the treatment of refractory cutaneous T-cell lymphoma. LBH58925 (13) and PDX10124 (14) have been approved for the treatment of multiple myeloma and peripheral T-cell lymphoma, respectively. This success has encouraged the developments of other HDAC inhibitors.

I13 is an indole-3-butyric acid containing HDAC inhibitor developed in our previous study (15). In the HDAC enzyme inhibitory assay, I13 exhibited IC50 value of 13.9, 49.9, 12.1 and 7.71 nM against HDAC1, 2, 3 and 6 comparing with SAHA (IC50 value of 50.7, 90.4, 164.1 and 169.5 nM, respectively). Moreover, I13 exhibited higher antitumor effects than SAHA in a HepG2 xenograft tumor model, likely by induction of apoptosis (15). In the present study, we evaluated whether I13 has significant activity against APL cells (M3 subtype of AML cells), M2 subtype of AML cells, especially t(8;21), M5 subtype of AML cells with MLLr and stem-like cells by inducing cell differentiation and elucidated the possible mechanism.

## Materials and Methods

### Chemicals

I13 was prepared by our lab. The structure of I13 and SAHA is shown in **Figure 1A**. I13 and SAHA (10 mM) as stock solutions were dissolved in dimethyl sulfoxide (DMSO) and stored at -20°C. They were diluted with RPMI-1640 medium to the desired concentration. The same concentration of DMSO as that of the I13 solution was used as the control. The final concentrations of DMSO did not exceed 0.1% in all cultures, and they had no obvious toxic effect on cells. Fetal bovine serum (FBS) and RPMI-1640 were purchased from Sigma-Aldrich (St. Louis, MO, United States). The cell apoptosis assay was detected by staining solution containing propidium iodide (PI)/RNase and fluorescein isothiocyanate (FITC)-Annexin V (Becton Dickinson San Diego, CA, United States). MTT (3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide) and penicillin-streptomycin were purchased from Solarbio (Beijing, China). FITC anti-human CD11b (cat #301403), PE anti-CD13 (cat #301704 RRID: AB_314180), FITC anti-CD14 (cat #301804, RRID: AB_314186), and PE anti-CD15 (cat #301906, RRID: AB_314198) were obtained from Biolegend Inc. (San Diego, CA, United States). PE anti-human HLA-DR (Cat # FAB4869P) was obtained from R&D SYSTEMS (Minneapolis, MN, USA). Anti-human HLA-DP (Cat #A0906) was purchased from Santa Cruz Biotechnology (Santa Cruz, CA, USA). MethoCult H4100 (cat #04100) was obtained from STEMCELL Technologies (V ancouver, BC, Canada). Monoclonal antibodies against GAPDH (Cat #5174), H3 (Cat #4499), Acetyl-Histone H3 (Ac-H3, Cat #8173), CIITA (Cat #3793), and HLA-DRA (Cat #97971) were obtained from Cell Signaling Technology (Beverly, MA, United States). Monoclonal antibodies against HLA-B (Cat #DF7972 RRID: AB_2841362) were obtained from Affinity Biosciences (Affinity Biosciences, OH, USA).

**Figure 1:**
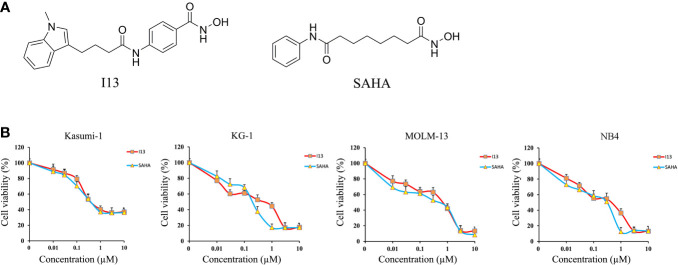
The anti-proliferation effect of I13 on Kasumi-1, KG-1, MOLM-13 and NB4 cells. **(A)** The chemical structure of I13 and SAHA. **(B)** The effect of I13 on the proliferation of AML cells (Kasumi-1, KG-1, MOLM-13 and NB4). Cells were treated with I13 or SAHA (0.01–10 µM) for 72 h and then evaluated by MTT assay. The points represent the mean and error bars represent standard error from three independent triplicate experiments.

### Cell Lines and Cell Culture

NB4 (M3 subtype of AML, APL cell line expressing PML-RARα, DSMZ: ACC 207), Kasumi-1 (M2 subtype of AML with t(8;21) translocation, DSMZ: ACC 220), MOLM-13 (M5 subtype of AML with MLLr, DSMZ: ACC 554) and KG-1 (leukemic stem-like cells established from the bone marrow cells of an AML patient, whose development was blocked at the myeloblast-promyelocyte stage of maturation, DSMZ: ACC 14) cell lines were used. All cells were maintained and cultured in RPMI 1640 medium containing 10% or 20% FBS and 1% penicillin-streptomycin. Cells were incubated at 37°C and 5% CO_2_ in a humidified incubator (Thermo scientific, Germany).

### Cell Proliferation Assay

MTT assay was performed to evaluate the effect of I13 on cell proliferation. Kasumi-1, KG-1, MOLM-13, and NB4 cell lines were cultured in 96-well plates at approximately 5,000 cells/well for 24 h. Then, the cells were incubated with I13 or SAHA (0.01-10 μM). After treatment for 72 h, 20 μL MTT (4 mg/mL) reagent was added to each well, and the supernatant was centrifuged after incubation for 4 h. Finally, 150 μL DMSO was added to each well, and the absorbance was measured at 570 nm by a microplate reader (Thermo scientific multiskan FC, Germany). The results were expressed as a percentage of cell viability standardized against DMSO-treated control cells.

### Colony-Formation Assay

About 5000 cells (Kasumi-1, KG-1, MOLM-13 and NB4 cells) were incubated with specific concentration of I13 in 500 mL of 2.6% methyl-cellulose medium (H4100) containing 10% FBS. After about 15 days, the number of colonies composed of more than 50 cells was calculated under an inverted microscope.

### Cell Cycle Analysis

Kasumi-1, KG-1, MOLM-13, and NB4 cells were incubated with varying concentrations of I13 (0.5 μM, 0.45 μM, 0.75 μM, and 0.5 μM, respectively) for 24, 48, or 72 h. These cells were washed with cold PBS and fixed with 70% ethanol at -20°C. Then, these cells were collected and stained with RNase A (100 mg/mL) and PI (50 mg/mL) at room temperature in the dark for 30 min. The percentage of cells in G0/G1, S and G2/M was determined by flow cytometry using the BD Accuri C6 plus flow cytometer (San Jose, CA, USA).

### Cell Apoptotic Rate Analysis

Kasumi-1, KG-1, MOLM-13 and NB4 cells were incubated with varying concentrations of I13 (0.25-1.5 μM) and SAHA (0.5-1 μM) for 72 h. Then, the cells were collected, washed with cold PBS, resuspended in 1× binding buffer and stained with FITC Annexin V/PI double labeling. After incubation for 30 min at room temperature in darkness, the apoptotic rate was quantitatively detected by flow cytometry with Cell Quest Software (FACSCalibur, BectonDickinson, United States).

### Analysis of Cell Morphology

To analyze cell morphology, Kasumi-1, KG-1, MOLM-13 and NB4 cells were incubated with I13 (0.5 μM, 0.45 μM, 0.75 μM, and 0.5 μM, respectively) for 72 h. The cells were centrifuged, dried naturally, stained with Wright-Giemsa for 10 min, washed with water, and dried. Finally, the slides were created and observed under light microscope.

### Analysis of Cell Surface Antigens

Kasumi-1, KG-1, MOLM-13 and NB4 cells were incubated with I13 (0.5 μM, 0.45 μM, 0.75 μM, and 0.5 μM, respectively). After 72 h, the cells were collected and incubated with antibodies at room temperature for 30 min in the dark. Finally, the cell surface antigens were detected by flow cytometry.

### Messenger Ribonucleic Acid (mRNA) Sequencing

Kasumi-1 was incubated with 0.5 μM of I13 for 48 h, and the cells were collected for RNA extraction and mRNA sequencing analysis. As described in our previous work (16, 17), the cDNA library was sequenced by Illumina genome analyzer. Levels of gene expression were estimated using fragments per kilobase of exon per million fragments mapped (FPKM) values. Differentially expressed genes (DEGs) were identified with a threshold (corrected p value 0.05 and log_2_ (folding change) ≥ 0.58). Gene Set Variation Analysis (GSVA) was conducted to analyze the potential signaling pathways involved. The clusterProfiler package of R software was used to perform the enrichment analysis of DEGs. The pathways with p value of < 0.05 were considered significantly enriched.

### Verification of Differentially Expressed Genes by Real-Time PCR Analysis

Kasumi-1 cells were incubated with 0.5 μM of I13 for 72 h. cDNA was synthesized using Primerscript RT reagent kit. Quantitative real-time PCR was performed on an Applied Biosystems 7500 Fast System (Thermo scientific, Germany) and the relative mRNA level of the target gene was measured *via* the 2−ΔΔCT method. Primers were used as follows: forward GAPDH: 5´-TGGGTGTGAACCATGAGAAGT-3´ and reverse GAPDH: 5´-TGAGTCCTTCCACGATACCAA-3´; forward CIITA: 5´- CCTGGAGCTTCTTAACAGCGA-3´ and reverse CIITA: 5´-TGTGTCGGGTTCTGAGTAGAG-3´; forward AML1-ETO: 5´- CACCTACCACAGAGCCATCAAA-3´ and reverse AML1-ETO: 5´- ATCCACAGGTGAAGTCTGGCATT-3´; forward HLA-DRA: 5´- AGTCCCTGTGCTAGGATTTTTCA-3´ and reverse HLA-DRA: 5´- ACATAAACTCGCCTGATTGGTC-3´; forward HLA-B: 5´- CGGAACACACAGATCTACAAGG-3´ and reverse HLA-B: 5´-GATGTAATCCTTGCCGTCGTAG-3´.

### Western Blotting Analysis

Cells were lysed with RIPA buffer containing protease inhibitors. The protein lysate was separated by sodium dodecyl sulfate polyacrylamide gel (SDS-PAGE) and transferred to PVDF membrane. After incubation with 10% skim milk for 90 minutes, the membranes were incubated with specific primary antibodies at 4°C for about 10 h, and then incubated with goat anti-rabbit immunoglobulin G (IgG) antibody at room temperature for 1 h. The protein expression was visualized using the enhanced chemiluminescence reagent detection system (FluorChem Q, Protein Simple, USA).

### Statistical Analysis

All data were expressed as the mean ± standard deviation (SD) of at least three repeated and independent experiments. One-way Anova was used for the comparison of each experiment group with the control using the SPSS software. p < 0.05 or p < 0.01 indicate statistical significance.

## Results

### I13 Significantly Inhibits Proliferation of Different Subtype of AML Cell Lines

MTT assay was used to detect the inhibitory effect of I13 on Kasumi-1, KG-1, MOLM-13 and NB4 cell lines. **Figure 1B** shows that I13 significantly inhibited the proliferation of Kasumi-1, KG-1, MOLM-13, and NB4 cells. The IC_50_ values for 72 h were 0.52, 0.51, 0.71 and 0.44 µM, respectively. These values were comparable to those of SAHA, which were 0.49, 0.24, 0.53 and 0.31 µM, respectively. This finding revealed that I13 has significant activity against the proliferation of M2, M3 and M5 subtype of AML cells including leukemic stem-like cells.

### I13 Remarkably Suppresses Colony-Formation Capacity of AML Cells

The effect of I13 on the colony-formation capacity of Kasumi-1, KG-1, MOLM-13 and NB4 cells was next studied. As shown in **Figures 2A, B**, I13 (0.25-2 µM) remarkably suppressed colony formation capacity of Kasumi-1, KG-1, MOLM-13 and NB4 cells in a concentration-dependent manner. This result indicated that I13 could significantly inhibit the colony-formation capacity of M2, M3, M5 subtype of AML cells even leukemic stem-like cells at a low concentration.

**Figure 2:**
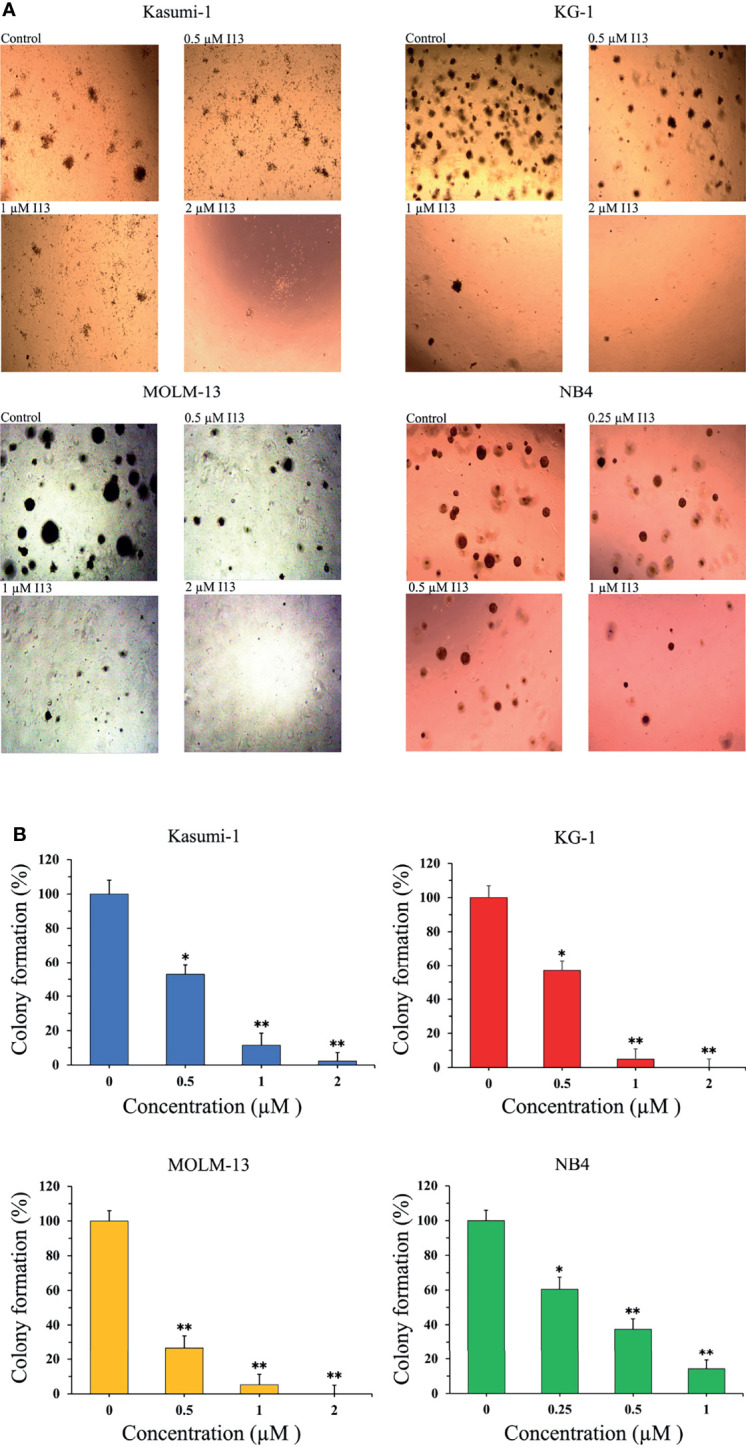
I13 reduced the colony-forming efficiency of Kasumi-1, KG-1, MOLM-13 and NB4 cells. **(A)** Kasumi-1, KG-1, MOLM-13 and NB4 cells were incubated with I13 (0.25–2 µM) for 15 days and examined with light microscopy. **(B)** A bar graph showing the statistical analysis of colony-formation number (*p < 0.05 and **p < 0.01). The analysis was performed three times.

### I13 Induces G1/G0 Arrest in AML Cell Lines

The effect of I13 on cell cycle distribution was evaluated in Kasumi-1, KG-1, MOLM-13 and NB4 cells. These cells were incubated with 0.5, 0.45, 0.75 and 0.5 μM I13, respectively for 24, 48 or 72 h. As shown in **Figures 3A, B**, the proportion of G0/G1 phase cells was significantly increased with increasing treatment time in these cells. These results indicated that I13 may induce G0/G1 arrest in these cells.

**Figure 3:**
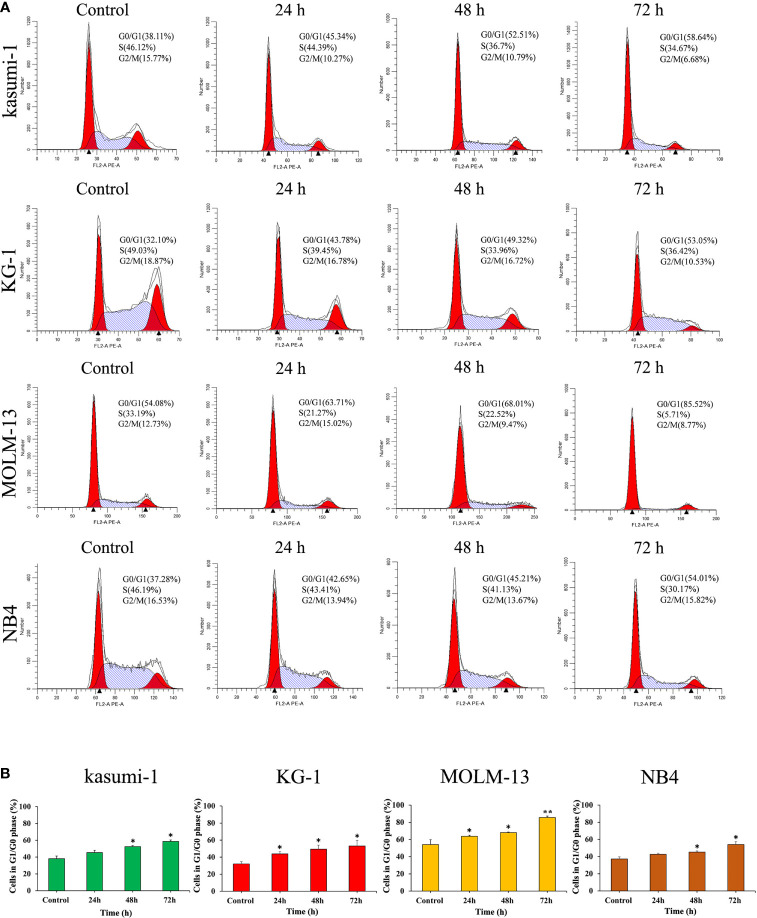
I13 induced the cell-cycle exit in Kasumi-1, KG-1, MOLM-13 and NB4 cells. **(A)** Kasumi-1, KG-1, MOLM-13 and NB4 cells were treated with I13 at concentrations of 0.5, 0.45, 0.75 or 0.5 µM, respectively, for 24, 48, or 72 h, then stained with PI, and detected by flow cytometry. **(B)** A bar graph showing the percentage of cells at G1/G0 phase (*p < 0.05 and **p < 0.01). The analysis was performed three times.

### I13 Induces Less Apoptosis in AML Cells

In order to determine whether the inhibitory effect of I13 is caused by the induction of apoptosis, Kasumi-1, KG-1, MOLM-13 and NB4 cells were treated with indicated concentration of I13 or SAHA for 72 h. It is shown in **Figures 4A, B** that no significant apoptosis was observed in Kasumi-1 and NB4 cells incubated with 0.5 μM I13. Similarly, less signs of apoptosis were found when KG-1 and MOLM-13 cells were treated with I13 under 1.0 and 1.5 μM, respectively. As a comparison, SAHA induced obvious apoptosis of these cells at the comparable concentration. This data suggests that the cell-cycle exit is not related to cell apoptosis in Kasumi-1, KG-1, MOLM-13 and NB4 cells treated with I13 at 0.5, 0.45, 0.75, 0.5 μM, respectively. Hence, these concentrations of I13 will be used to treat these cell lines in a subsequent experiment.

**Figure 4:**
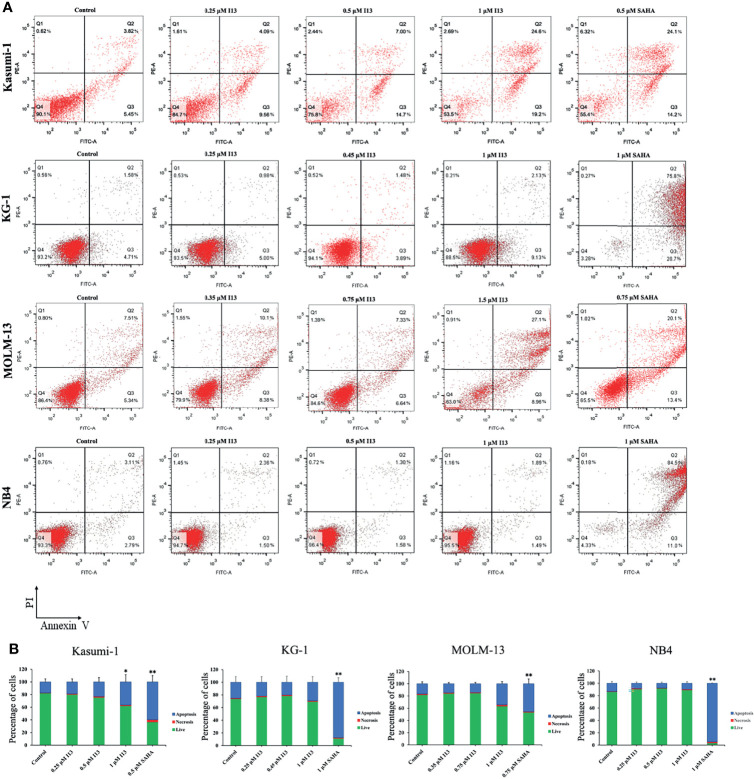
I13 reduced less apoptosis of Kasumi-1, KG-1, MOLM-13 and NB4 cells. **(A)** Kasumi-1, KG-1, MOLM-13 and NB4 cells were treated with I13 (0.25-1.5 µM) or SAHA (0.5, 0.75 or 1 µM) for 72 h. Cells were then stained with Annexin V-FITC/PI and detected by flow cytometry. **(B)** A bar graph showing the statistical analysis of apoptosis (*p < 0.05 and **p < 0.01). The analysis was carried out three times.

### I13 Promotes Differentiation in AML Cells

The above results indicated that I13 inhibits the proliferation of Kasumi-1, KG-1, MOLM-13 and NB4 cells, which is not associated with cell apoptosis. Hence, morphological and surface antigen analysis was performed to determine the differentiation of these cells treated with I13. It can be seen from **Figure 5A**, Kasumi-1, KG-1, MOLM-13 and NB4 cells undergo morphological changes with a decrease in the nuclear to cytoplasmic ratio and increased cell size. In addition, **Figures 5B, C** show that the expression of cell surface antigens CD14 and CD15 (markers of myeloid differentiation) were upregulated in KG-1 cells incubated with 0.45 μM I13. Similarly, 0.5 μM I13 induced differentiation of Kasumi-1 cells with an increasing expression of CD11b, CD13, HLA-DP, and HLA-DRA (major histocompatibility complex class II (MHCII)). In addition, 0.5 and 0.75 μM I13 also induced differentiation of MOLM-13 and NB4 cells, respectively, with increase in expression of CD13 and CD15. Therefore, the result suggests that the G0/G1 arrest of cell cycle induced by I13 may be caused by cell differentiation.

**Figure 5:**
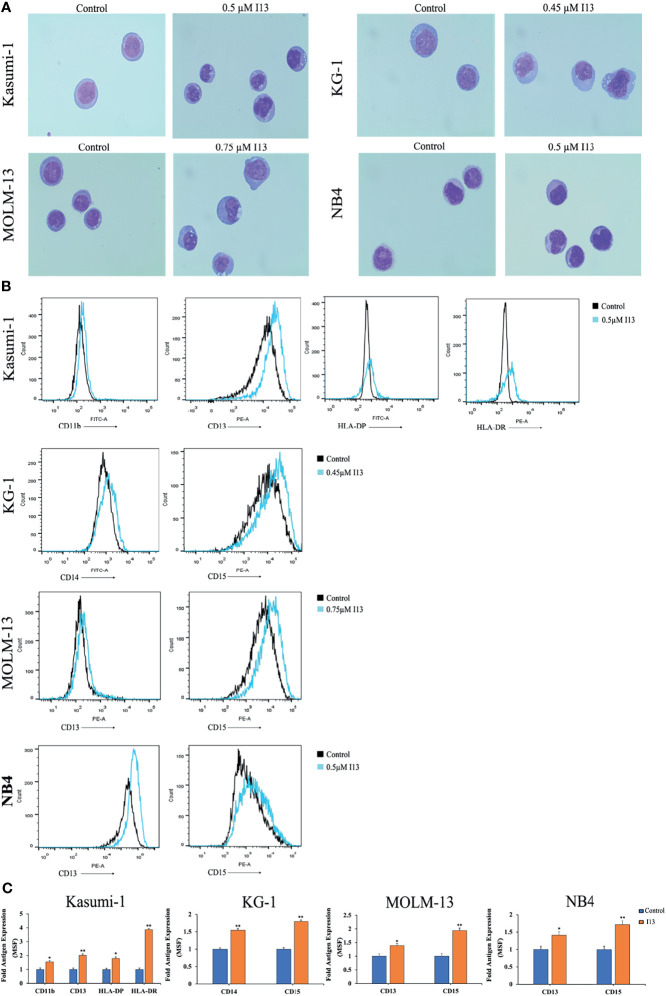
I13 induced cell differentiation of Kasumi-1, KG-1, MOLM-13 and NB4 cells. **(A)** Morphological changes of Kasumi-1, KG-1, MOLM-13 and NB4 cells captured by oil immersion lens (1000×). **(B, C)** The expression of cell surface antigens in Kasumi-1, KG-1, MOLM-13 and NB4 cells treated with 0.5, 0.45, or 0.75 µM I13 for 72 h. **(B)** Mean fluorescence intensity (MFI) of antigens. **(C)** A bar graph showing the statistical analysis of MFI (*p < 0.05 and **p < 0.01). The analysis was performed three times.

### I13 Induces Cell Differentiation Through HDAC inhibition Coupled With Exploiting the Antigen Processing and Presentation Signaling Pathway in Kasumi-1 Cells

To understand the molecular mechanism involved in cell differentiation induced by I13, we performed an overall gene expression analysis of Kasumi-1 cells using mRNA sequencing. 

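Kasumi-1 is an acute myeloid leukemia cell line that carries a fusion of RUNX1 (AML1) with RUNX1T1 (ETO). The mRNA sequencing data hold 6 libraries, 3 from control cells and 3 from cells incubated with 0.5 µM I13 for 48 h. The authors deposited FPKM values, which are the fragments on a gene divided by its exon length and by the mapped fragments of the library, for 32364 Ensembl genes. Of these, 27095 had a value above 0 in at least 1 library. The aligner, the genome build and the annotation are not given in the sources used here. The paper's text names analysis of variance for its experiments in general and no test for the sequencing data. With the exon lengths of GENCODE release 29, which is built on GRCh38, the 6 values of 25773 of 27002 genes (95.4%) came out as whole numbers of fragments, within a tolerance of 0.01. The depth recovered in this way was 17221345, 17159990 and 16566742 fragments in control replicates 1, 2 and 3, with a median of 17159990. It was 15921949, 16682550 and 15281052 fragments in I13 replicates 1, 2 and 3, with a median of 15921949. Gene coordinates are given from GENCODE release 29. MPO held between 3.50% and 4.23% of the summed FPKM and was the gene with the largest share in every library except I13 replicate 3, where MT-CO1 held 3.56%.
Expression was compared as log2(FPKM + 0.1) with limma, two-sided and with a trend of the variance on expression, over the 18726 genes with a mean FPKM of at least 0.1. Fold changes on this scale can understate the change of genes with a low FPKM. For short genes with 0 fragments in some libraries, 0.1 FPKM is less than 1 fragment, and the change can be overstated. P-values were adjusted by the Benjamini-Hochberg method. A second test, limma's voom on the recovered fragments of the 13844 genes with a mean of at least 10 fragments, was chosen after the values had been seen. Replicates of one group differed by more than the sampling noise, with a chi-square per gene between 3.06 and 8.27, where counting noise alone gives about 1. Over the 4133 genes with a mean FPKM of at least 10, the first principal component carried 43.3% of the variance and set control replicate 3 and I13 replicate 2 apart from the other 4 libraries. The second component carried 20.5% and separated the control from the I13 libraries. Between this pair and the other 4 libraries, 718 genes differed at an adjusted p under 0.05 by voom, while no other of the 15 possible pairs gave more than 11. No batch is named in the sources used here. Differences between I13 and control are therefore given over all 6 libraries, and for some genes and lists also within the 4 libraries and within the pair.

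**Figure D1:**
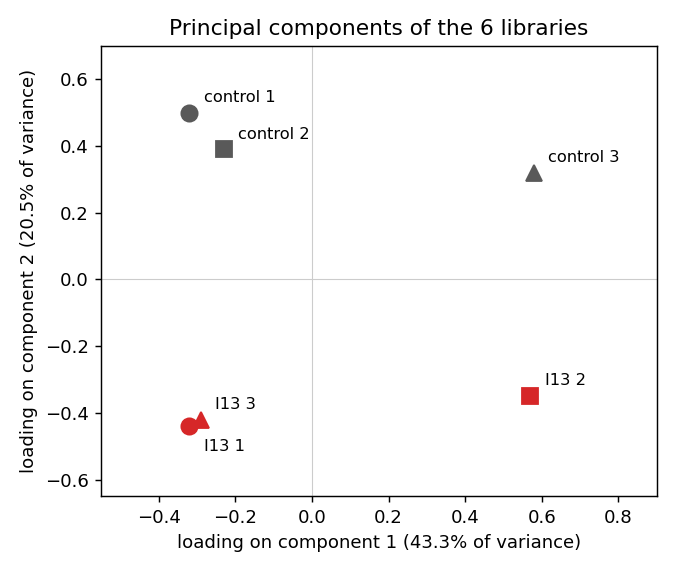
Loadings of the 6 libraries on the first and second principal components of log2(FPKM + 0.1), with control libraries in gray and I13 libraries in red. Control replicate 3 (0.58) and I13 replicate 2 (0.57) lie to the right on the first component, and the other 4 libraries lie between -0.32 and -0.23.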

The volcanic diagram of Kasumi-1 cells is shown in **Figure 6A**. 

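An unadjusted p under 0.05 from limma was found for 963 of the 18726 genes tested (5.14%), where 936 would be found by chance. Of these, 445 genes also had an absolute log2 fold change of at least 0.58. A term for the pair of control replicate 3 and I13 replicate 2 was also fitted, chosen after the data had been seen. With it, limma found 1427 genes at an unadjusted p under 0.05 and 0 at the adjusted p. Few fragments stood behind most of the 445 genes. Their median was 3.33 fragments per library against 130 for all genes tested, and 336 of them (75.5%) had a mean under 10 fragments, against 26.7% of all genes tested. Protein-coding genes made up 13.3% of the 445 and 63.7% of the genes tested. The I13 and control values did not overlap for 335 of the 445 genes (75.3%) and for 9.52% of all genes tested, where chance gives 10%. Of the 445 genes, 83 had a mean FPKM of at least 1 and no overlap. The 5 largest increases among these were in SNORD121A, an RF00019 RNA gene (ENSG00000252874), AP001458.1, TRGJP1 and AC011461.1, with log2 fold changes from 1.49 to 3.39. The 5 largest decreases were in RNU6-483P, RNU6-118P, AL022345.3, AL117328.1 and RNU7-75P, with log2 fold changes from -3.65 to -1.42. All 10 are small noncoding RNA genes, pseudogenes or other short transcripts with between 0 and 20 fragments per library, so their fold changes depend on the pseudocount. For SNORD121A the log2 fold change was 3.39 with a pseudocount of 0.1, 1.33 with 1 and 5.60 with 0.01. AL117328.1 lost its call without control replicate 1, 2 or 3 or I13 replicate 1 or 3, with p-values of up to 0.175. It also lost it with a pseudocount of 0.01, with no filter, under median scaling and quantile normalization, and by limma without a trend or with robust variances. The RF00019 gene lost its call without control replicate 2 or 3 or I13 replicate 1 or 3, with p-values of up to 0.0703.

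**Figure D2:**
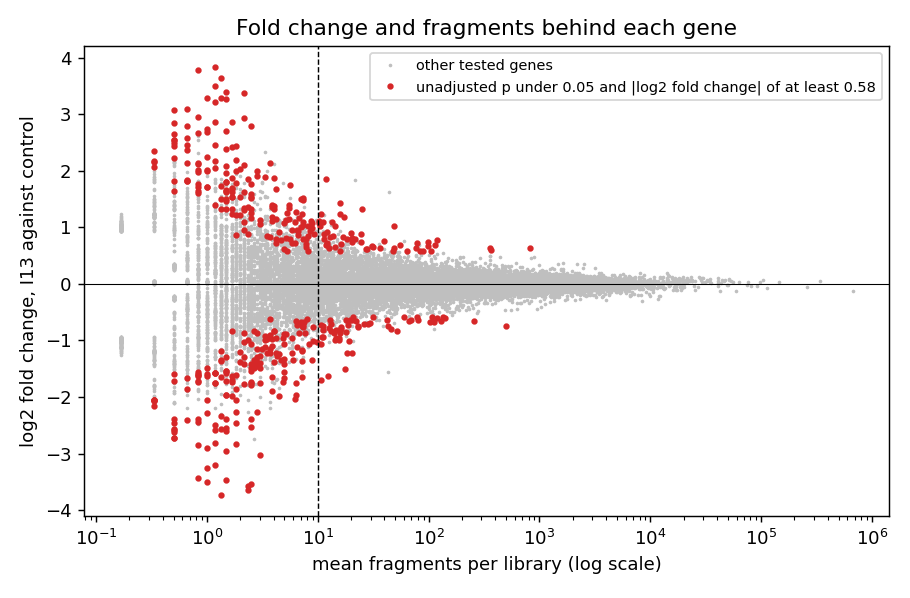
Log2 fold change of I13 against control for each gene tested by limma, plotted against its mean number of fragments per library on a log axis. Red points are the 445 genes with an unadjusted p under 0.05 and an absolute log2 fold change of at least 0.58, gray points are the other genes, and the dashed line marks 10 fragments, below which 336 of the red points lie.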

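The methods set a corrected p of 0.05 and a log2 fold change of 0.58, and the legend of Figure 6 gives the p without a correction, so both were computed. At the unadjusted p, 220 genes were higher and 225 genes were lower in the I13 libraries. Among the settings chosen in advance, a minimum mean FPKM of 1 moved these counts most and left 59 higher and 60 lower genes. Voom without a filter, chosen after the values had been seen, gave 493 and 470. At the adjusted p, limma called 0 genes, and the smallest adjusted p was 0.275. Limma without the trend called 9 genes, 4 higher and 5 lower, and voom called 5 genes, 3 higher and 2 lower. The genes called by voom were chosen for naming after their values had been seen. LUCAT1, HLA-B and MPZL1 were higher. MPZL1 rose from 2.49 ± 0.295 FPKM (SD, n = 3) to 3.83 ± 0.364 FPKM (SD, n = 3), with an adjusted p of 0.0341 by voom and 0.54 by limma. PECAM1 fell from 2.46 ± 0.0266 to 1.55 ± 0.261 FPKM, with an adjusted p of 0.0398 by voom and 0.58 by limma. Without I13 replicate 1, the log2 fold changes from limma were under the threshold for MPZL1 (0.53) and PECAM1 (-0.53), and without control replicate 1 for MPZL1 (0.52). With a pseudocount of 1 they were 0.47 for MPZL1 and -0.44 for PECAM1. Within the pair of control replicate 3 and I13 replicate 2 the log2 fold changes were also under the threshold, 0.36 for MPZL1 and -0.40 for PECAM1. Within the 4 libraries they were 0.72 and -0.77. The median log2 fold change of all genes tested was 0.006.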

A total of 65 genes were downregulated and 76 genes were upregulated, indicating that I13 does not affect the mRNA expression of all genes universally. 

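CIITA, the class II transactivator (ENSG00000179583), lies on chromosome 16 from 10866222 to 10943021. Its expression was 0.228 ± 0.0661 FPKM (SD, n = 3) in control cells and 0.443 ± 0.100 FPKM (SD, n = 3) in cells incubated with I13, from 45 to 73 fragments and from 84 to 129 fragments per library. Its log2 fold change was 0.73 (standard error 0.30, unadjusted p = 0.0447, adjusted p = 0.947 from limma with Benjamini-Hochberg adjustment). With a pseudocount of 1 the log2 fold change was 0.23, and with no filter the unadjusted p was 0.0541. The p was above 0.05 without control replicate 1 (0.0837), control replicate 2 (0.092), I13 replicate 1 (0.104) or I13 replicate 2 (0.055). Within the 4 libraries the log2 fold change of CIITA was 0.95, and within the pair of control replicate 3 and I13 replicate 2 it was 0.29. By voom over all 6 libraries it was 0.97 (unadjusted p = 1.69e-04, adjusted p = 0.117).
HLA-B, a class I heavy chain gene (ENSG00000234745), lies on chromosome 6 from 31269491 to 31357188. It had between 615 and 1194 fragments per library and rose from 12.7 ± 0.763 FPKM (SD, n = 3) to 20.1 ± 3.97 FPKM (SD, n = 3). The log2 fold change was 0.64 (standard error 0.13, unadjusted p = 0.00175, adjusted p = 0.54 from limma). By voom the adjusted p was 0.0157. Without I13 replicate 1 the log2 fold change was 0.49, under the threshold of 0.58. It was 0.67 within the 4 libraries and 0.59 within the pair. HLA-B overlaps HLA-C on the same strand and resembles the other class I genes, and the counting could have divided fragments among them.
HLA-DRA (ENSG00000204287), the class II alpha chain gene on chromosome 6 from 32439842 to 32445046, rose from 1.59 ± 0.747 FPKM (SD, n = 3) to 3.09 ± 0.357 FPKM (SD, n = 3), with between 19 and 67 fragments per library. The log2 fold change was 1.02 (standard error 0.32, unadjusted p = 0.0146, adjusted p = 0.875 from limma; adjusted p = 0.264 by voom). The p was above 0.05 without control replicate 1 (0.0518), I13 replicate 1 (0.0593) or I13 replicate 3 (0.0747), and without control replicate 2 the log2 fold change was 0.66. It was 1.42 within the 4 libraries and 0.20 within the pair.
HLA-DP is a dimer of the products of HLA-DPA1, from 33064569 to 33080775, and HLA-DPB1, from 33075926 to 33087201 on chromosome 6. Both were under the minimum mean FPKM. HLA-DPA1 had 2 fragments over the 3 control libraries and 14 over the 3 I13 libraries, a ratio of 7.45 at equal depth with a 95% interval from 1.71 to 67.5. HLA-DPB1 had 12 and 7 fragments, a ratio of 0.621 with an interval from 0.207 to 1.71. These intervals cover counting error only. With no filter, the unadjusted p from limma was 0.0468 for HLA-DPA1 and 0.415 for HLA-DPB1. For CIITA, HLA-B and HLA-DRA every I13 library was above every control library (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). The paper's text names 17 genes that are in the table, of which 13 were tested. Adjusted over the list alone, HLA-B and ANPEP passed by limma (2 genes), and CIITA, HLA-B, HLA-DRA and ANPEP by voom (4 genes). Over all genes, 0 of the 13 passed by limma, where 4 had an unadjusted p under 0.05, and 1 passed by voom. The study chose the HLA genes and CIITA on these libraries, so the adjustment over the list is not independent evidence for them.

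**Figure D3:**
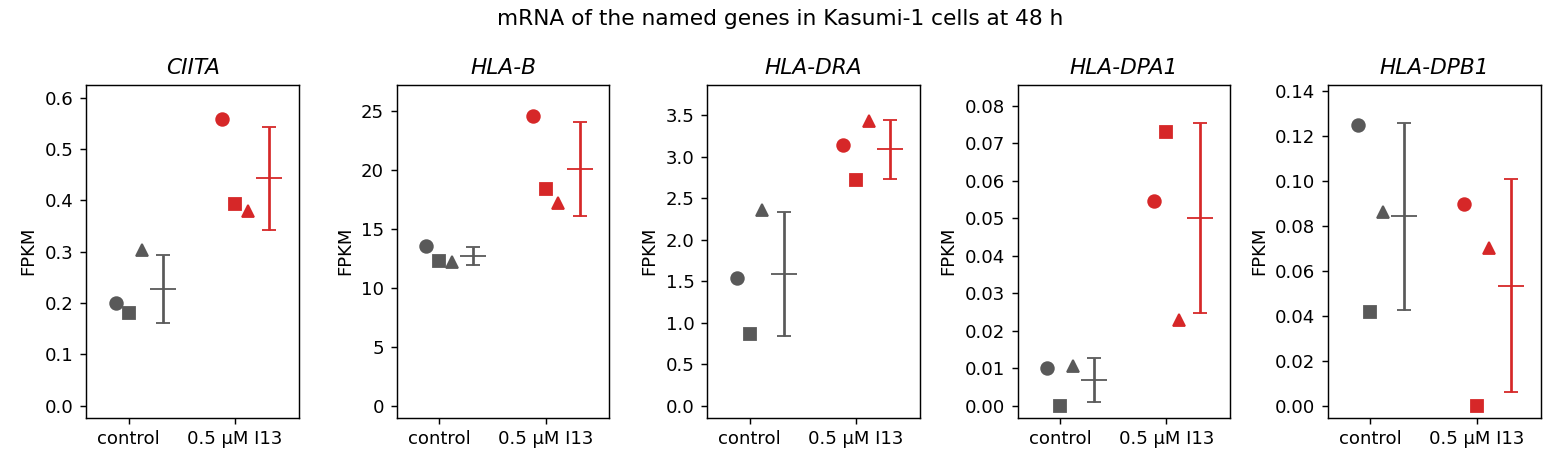
FPKM of CIITA, HLA-B, HLA-DRA, HLA-DPA1 and HLA-DPB1 in the 3 control libraries (gray) and the 3 I13 libraries (red), with circles, squares and triangles for replicates 1, 2 and 3 and the mean ± SD beside them. The I13 libraries lie above the control libraries for the first 4 genes, and for HLA-DPB1 they overlap.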

As shown in **Figure 6B**, CIITA, HLA-B, HLA-DP and HLA-DRA were significantly upregulated. These genes were enriched in the antigen processing and presentation signaling pathways by GSVA analysis **Figure 6C**.

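The pathway was examined with a list of 54 antigen processing and presentation genes written from general knowledge after Figure 6B had been seen, which is not the set the authors used. Of these, 52 were in the table and 40 were tested, and 3 of the tested genes are printed on the heatmap of Figure 6B. The fold change was above 0 for 28 genes and below 0 for 12, with a median log2 fold change of 0.066 and a mean of 0.15. By limma's camera with a preset correlation of 0.01, two-sided, the list was higher with an adjusted p of 4.97e-05 over 12 lists. In the 9 other splits of the libraries into 3 and 3, the camera p of this list was under 0.05 in 3. The adjusted p was 0.0568 by fry and 0.139 with the correlation between genes estimated, the setting that moved it most, so the call held under neither on the FPKM values. On the recovered fragments by voom, chosen after the values had been seen, the adjusted fry p was 0.0435, and with a term for the library pair it was 0.11. Without the HLA genes and CIITA, the adjusted p of the remaining 33 genes was 0.00665 by camera. The mean log2 fold change of the list was 0.19 within the 4 libraries and 0.058 within the pair of control replicate 3 and I13 replicate 2. The GSVA score of the list was -0.289 ± 0.191 (SD, n = 3) in the control libraries and 0.225 ± 0.187 (SD, n = 3) in the I13 libraries. All 3 I13 scores were above the control scores (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow), and the highest control score, -0.0767 in replicate 3, lay close to the lowest I13 score, 0.0382 in replicate 3. The difference in score, 0.514, was between 0.493 and 0.62 with each library left out in turn. Under median scaling it was 0.47 and the exact p was 0.2.
An unadjusted p under 0.05 was found for 7 genes of the list, all higher, and CIITA, HLA-B and HLA-DRA alone among them passed the fold threshold. CD74, HLA-C and HSPA1A were also among the 7. CD74, the class II invariant chain, rose from 26.9 ± 1.53 FPKM (SD, n = 3) to 34.9 ± 1.97 FPKM (SD, n = 3), a log2 fold change of 0.37 (standard error 0.064, adjusted p = 0.463 from limma). The log2 fold changes of HLA-C and HSPA1A were 0.43 and 0.27. B2M and HLA-E, which are expressed at a higher level and were named after their values were seen, did not change beyond their errors. Their log2 fold changes were 0.050 (standard error 0.058) and -0.060 (standard error 0.061). Adjusted over the list alone, HLA-B and CD74 passed by limma (2 of 40 genes) and 7 of 39 genes by voom, against 0 and 1 over all genes tested. The class I list (13 genes tested, median log2 fold change 0.18) and the class II list (4 genes tested, median 0.58) had adjusted camera p-values of 0.00466 and 3.43e-05 and the same adjusted fry p of 0.0618 by limma. For 4 further lists named after pathways of Figure 6C, the adjusted camera p was 0.00466 for DNA replication, 0.00761 for mismatch repair, 0.0734 for GPI anchor synthesis and 0.0645 for protein export. All 4 lists were higher, and their adjusted fry p-values lay between 0.101 and 0.143. Without control replicate 1 the adjusted camera p was 0.104 for DNA replication and 0.0643 for mismatch repair, and without control replicate 2 it was 0.0429 for protein export. Of the 12 lists, 8 passed by camera, 1 (genes often induced by HDAC inhibitors) by fry and 0 with the correlation estimated. Fry after voom passed 5 lists at an adjusted p of 0.0435, which were antigen presentation, both class I and class II lists, genes often induced by HDAC inhibitors and mature myeloid genes, and it passed 0 with the term for the library pair. From the CIITA and HLA genes and the GSVA result, the paper states that cell differentiation by I13 goes with antigen processing and presentation. It also reports altered mRNA and protein of CIITA, HLA-B and HLA-DRA by RT-PCR and Western blotting at 72 h. By flow cytometry it reports HLA-DP and HLA-DRA as higher at the cell surface after 72 h. These measurements are separate from the libraries analyzed here.

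**Figure D4:**
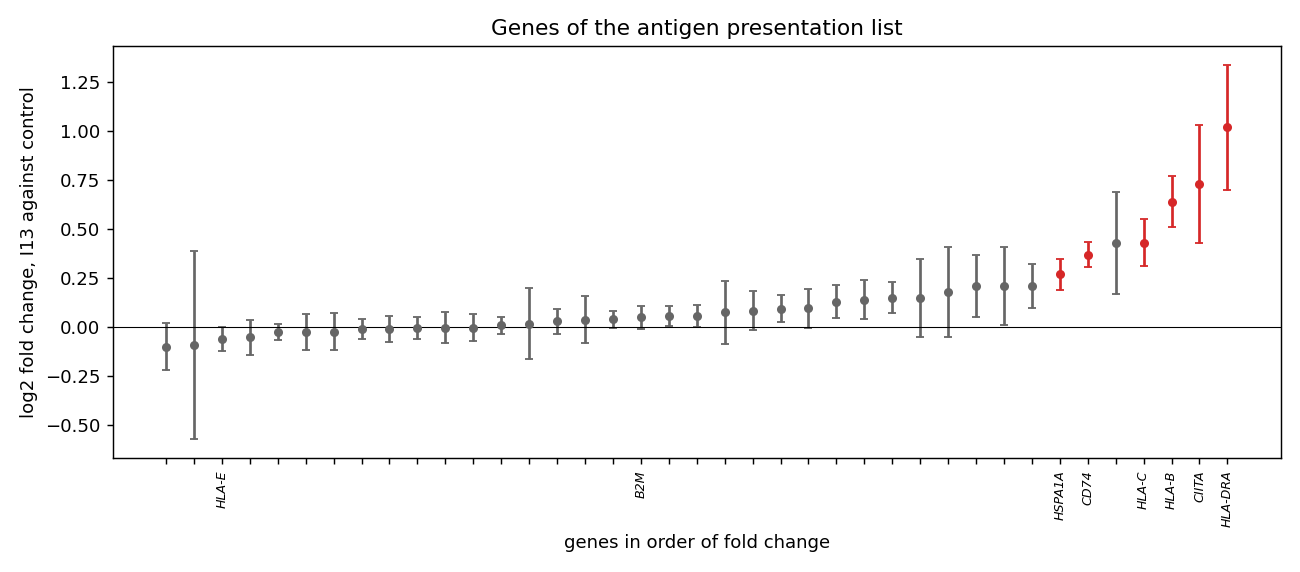
Log2 fold change of I13 against control on the log2(FPKM + 0.1) scale for genes of the antigen presentation list, with bars of 1 standard error from limma and 1 tested gene not drawn. Symbols are printed for the genes given with values, and genes with an unadjusted p under 0.05 are in red, from HSPA1A (0.27) to HLA-DRA (1.02).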

**Figure 6:**
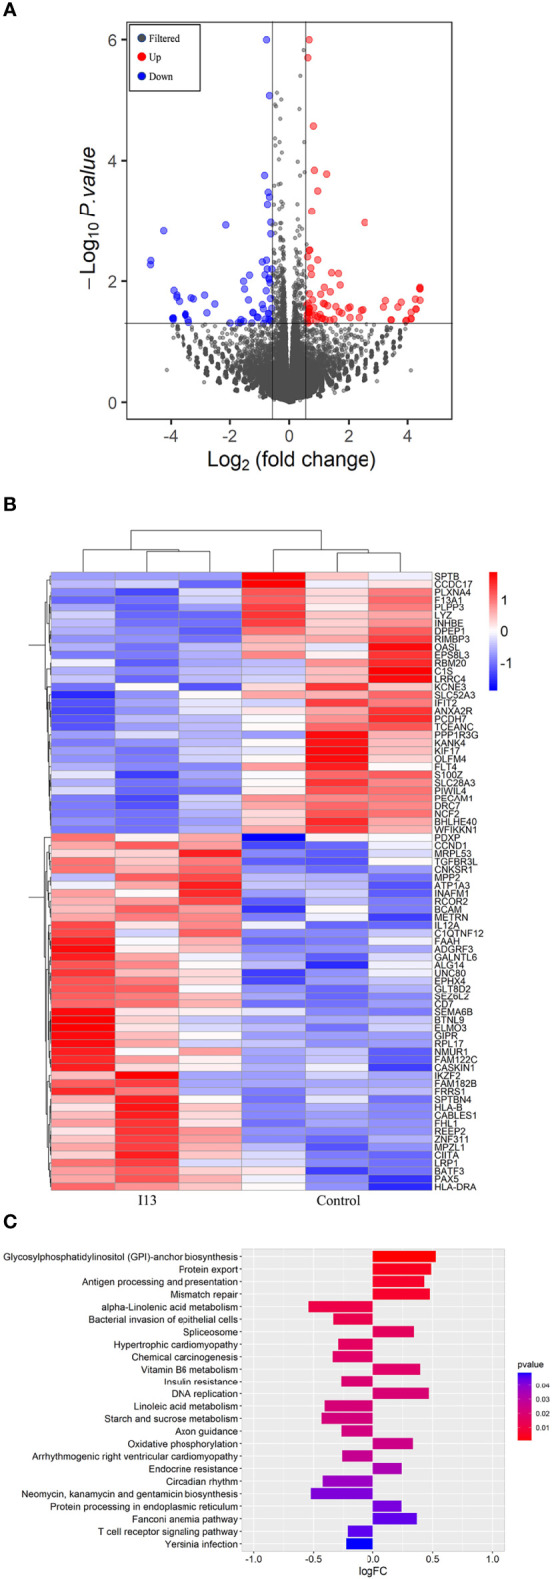
The cell differentiation effect of I13 is associated with antigen-processing and presentation-signaling pathways in Kasumi-1 cells. **(A)** Volcano plots of Kasumi-1 cells. **(B)** Heatmap of differentially expressed genes (p < 0.05 andlog2FC| > 0.58) according to their p-value. **(C)** The enriched pathways of differentially expressed genes using GSVA analysis. Kasumi-1 cells were incubated with 0.5 µM I13 for 48 h, and then mRNA sequencing was performed. The figures are representative of three independent experiments.

Since I13 is a HDAC inhibitor, we tested the HDAC inhibition by examining the level of acetylated histone protein H3 *via* Western blotting analysis. As shown in **Figures 7B, C**, Kasumi-1 cells with I13 treatment displayed significant concentration-dependent increase in the acetylated histone H3. Meanwhile, the same concentration of SAHA did not induce HDAC inhibition. In addition, the transcriptional and protein expression levels of CIITA, HLA-B, and HLA-DRA screened by mRNA sequencing were confirmed by RT-PCR and Western Blotting in Kasumi-1 cells. As shown in **Figures 7A–C**, I13 treatment significantly altered the mRNA and protein expression of CIITA, HLA-B and HLA-DRA. Because AML1-ETO fusion oncoprotein plays important roles in AML with t(8;21) translocation, the expression levels of AML1-ETO mRNA and protein were detected in Kasumi-1 cells. It is shown that I13 did not alter the transcriptional and protein levels of AML1-ETO.

**Figure 7:**
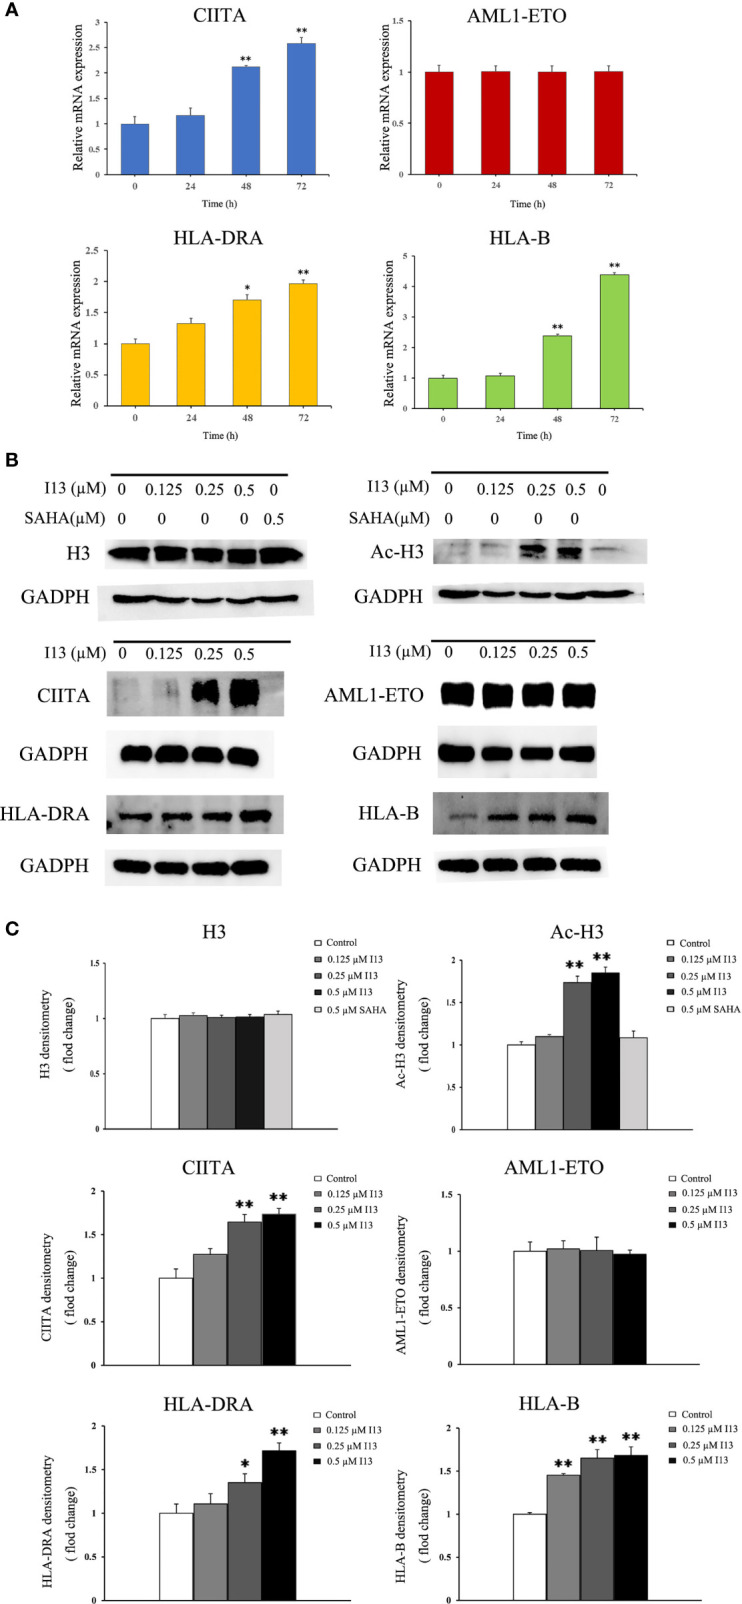
The expression of several genes and proteins related to cell differentiation or enriched in antigen-processing and presentation-signaling pathways in Kasumi-1 cells. **(A)** The mRNA expression of CIITA, AML1-ETO, HLA-DRA and HLA-B *via* real-time PCR **(B)** The protein expression of Ac-H3, H3, CIITA, AML1-ETO, HLA-DRA and HLA-B *via* Western blotting. **(C)** Protein expression was quantified by the software AI600 images. Kasumi-1 cells were treated with I13 (0.5 µM) for 72 h. *p < 0.05 and **p < 0.01. The analysis was carried out three times.

## Discussion

AML, the most common type of acute leukemia in adults, is characterized by the proliferation of precursor myeloid cells with blocked differentiation (18). The use of Ara-C-based chemotherapeutic agents has been the dominant therapeutic approach. The prognosis has improved significantly in recent years, but remains poor particularly in elderly patients because of life-threatening toxicity of the medications (19). Moreover, relapses are still common, and long-term relapse-free survival is poor for most cases of AML leading to treatment failures. Hence, new therapeutic approaches are required. Differentiation therapy with ATRA for APL has dramatically improved the rate of complete remission and the long-term survival of APL patients (20). However, differentiation therapy with ATRA has not been used in non-APL AML. Therefore, the development of new compounds that can effectively induce cell differentiation in non-APL AML is a key area of investigation.

The Histone deacetylase inhibitor (HDACi), I13, has exhibited antitumor activity in xenograft models of human hepatocellular carcinoma by induction of apoptosis (15). In this study, we provided the first demonstration that I13 exhibited differentiation-inducing activity in AML cell lines. It has been shown that I13 could induce the differentiation of Kasumi-1, KG-1, MOLM-13, and NB4 cells, and inhibit cell proliferation and colony formation. Treatment with I13 resulted in G0/G1 phase arrest in these cells and cell line-specific morphological changes, and increased the expression of hematopoietic differentiation antigens, including HLA-B, HLADR, HLADP (MHCII, immune regulation antigens), and monocyte/granulocyte biomarkers such as CD11b, CD13, CD14 or CD15. Taken together, we found that I13 induces cell differentiation and is effective against M2, M3 and M5 subtypes of AML cells including leukemic stem-like cells.

HDACis have been clinically validated as a therapeutic strategy for the treatment of cancers or other diseases (21, 22). Moreover, HDACis have been shown to inhibit cell growth and proliferation through various mechanisms, including cell cycle arrest, induction of cell differentiation and apoptosis *via* the acetylation of histone (23–25). We therefore examined the level of H3 acetylation and found the accumulation of acetylated H3 in a concentration -dependent manner with the I13 treatment. In contrast, the same concentration of SAHA did not exhibit the HDAC inhibitory effect for no alteration of expression of Ac-H3, which suggested the activity of HDAC inhibition of I13 is stronger than that of SAHA in Kasumi-1 cells at comparative treatment concentration. These may suggest that I13 targeted the HDAC, and the effect of HDAC inhibition resulting in the acetylation of histone H3 contributed to the anti-proliferative activities by inducing cell differentiation.

In addition, T cell recognition antigens, also known as HLAs, are present in complex forms of MHC molecules on human cells (26, 27). HLAs play a pivotal role in the interaction of cancer cells with immune cells (28). In this study, we found that I13 could upregulate the expression of HLA-B (HLA class I antigen) in Kasumi-1 cells, indicating the possibility of immunity acquisition in differentiated Kasumi-1 cells. Furthermore, it is shown that the expression of HLA class II antigens are tightly regulated to ensure an immune response directed against malignant cells (29). In addition, evidence indicates that HLA class II antigen expression by tumor cells has a significant impact on their immunogenicity and the deletion of HLA class II eliminated donor T cells’ recognition of leukemia (30, 31). Based on these findings, we found that HLA-DRA and CIITA (the HLA trans-activator) were significantly upregulated in Kasumi-1 cells treated with I13. It was consistent with the upregulation of CIITA expression, which enhances the expression of HLA class II antigens (32). Therefore, it is suggested that increasing expression levels of HLA-DRA and HLA-DP may increase the acquisition of leukemic cells by immune cells, which potently exert helper function of immune cells. As mentioned above, CIITA, HLA-B, HLA-DP and HLA-DRA were enriched in the antigen processing and presentation signaling pathways. Therefore, I13 activated the antigen processing and presentation signaling pathways, indicating that I13 potently promotes immune cells to have a helper function or display an effector function with HLAs molecules in differentiated leukemic cells. Moreover, it is well known that antigen processing and presentation signaling pathway is a differentiation-related pathway, which denotes the development and differentiation of the hematopoietic cells into various cell types of hematopoietic lineages (33). Our present study showed that I13 treatment induced cell differentiation with morphological changes, increasing the expression of CD11b, CD13, HLA-DP and HLA-DR in Kasumi-1 cells. Further, it was known that cell fate involved in lineage commitment might be dictated by the activity of chromatin remodeling enzymes such as HDACs (34). Hence, the cell differentiation induced by I13 likely originate from the HDAC inhibition activity and subsequent activation of the antigen processing and presentation pathway in Kasumi-1 cells.

It was known that AML1-ETO generated by the t(8;21) translocation plays a central role in AML as a leukemia-promoting oncogene (35). The oncogene controls the leukemic phenotype in t(8;21)-carrying AML (36). We found that there was no significant change in the transcription and protein levels of AML1-ETO in Kasumi-1 cells. Therefore, the differentiation of AML cells induced by I13 was independent of the AML1-ETO gene.

Taken together, we found that I13 is effective against Kasumi-1 cells by inducing cell differentiation *via* presenting property of HDAC inhibition and exploiting the antigen processing and presentation signaling pathway.

In conclusion, I13 had significant anti-proliferative effect not only on M3 and M5 subtypes AML cell lines, but also on AML cells with t(8;21) translocation and leukemic stem-like cells. In addition, I13 can arrest the G0/G1 phase of these cells by inducing cell differentiation. The differentiation of kasumi-1 cells induced by I13 may be associated with the HDAC inhibition coupled with the activation of the antigen processing and presentation pathway. Moreover, I13 may have the potential to promote immune cells to exert a helper function or display an effector function. These findings reveal that I13 could be a potential lead compound for surmounting differentiation blockage in AML.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo; GSE193964.

## Author Contributions

XM: conceptualization, methodology, and writing-original draft. MZ, ZW, JY, XZ, LZ, and JW: methodology. ZH: supervision. LW: writing- editing and supervision. Z-SC: conceptualization and supervision. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the National Natural Science Foundation of China (No 81700167 to LW), Science and technology support plan for youth innovation in universities of Shandong Province (2019KJM001 to LZ) and Natural Foundation of Shandong Province (Youth Found, ZR2019QH005 to LZ).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

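The data are mRNA sequencing libraries of Kasumi-1 cells, 3 of control cells and 3 of cells incubated with 0.5 µM I13 for 48 h, mapped to condition and replicate by the sample labels and the paper's methods. The authors deposited 1 table of FPKM values per gene and library for 32364 Ensembl genes, of which 5269 were at 0 in every library. The methods state Illumina sequencing and FPKM and refer to earlier work for the rest. The aligner, the counting program, the genome build, the annotation and the strandedness of the libraries are not given in the sources used here. The FPKM values were used as deposited, without a further scaling.

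Fragments were recovered from the FPKM values with exon lengths from GENCODE release 29, which names 32244 of the identifiers. Of the 27002 genes above 0 that have a length there, 25773 (95.4%) gave whole fragments in all 6 libraries within a tolerance of 0.01. A further 1314 genes were recovered from the common step of their values, and 8 genes above 0 were not recovered. The depth was between 16566742 and 17221345 fragments in the control libraries and between 15281052 and 16682550 in the I13 libraries. The fragments behind a value set its precision, and a gene at 0 in a group can be given an upper limit of 3 fragments. Intervals for ratios of few fragments are at a confidence level of 95% and cover counting error only. Symbols shared by more than 1 gene were joined to their identifier.

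Differential expression was computed in R 4.3.3 with limma 3.58.1 on log2(FPKM + 0.1), with a linear model of 2 groups, a variance trend and no block, over the 18726 genes with a mean FPKM of at least 0.1. Genes were called at a p under 0.05, adjusted by the Benjamini-Hochberg method or unadjusted, and an absolute log2 fold change of at least 0.58. The paper's methods give the corrected p and the legend of Figure 6 gives no correction. The design had foreseen a count test on recovered reads as an alternative. Because the deposited unit is FPKM it was not used, and limma's voom on the recovered fragments of genes with a mean of at least 10 fragments took its place. The script was tested on simulated data for the comparison of I13 and control with 3 samples each. Of 200 genes changed by 2-fold, 173 were called by limma at the adjusted p, with 26 of the unchanged genes among 18718 simulated genes. Of the unchanged genes, 347 passed the unadjusted p and the fold threshold. Voom called 197 of the 200 and 2 unchanged genes among 13711. The changed genes were drawn only from genes with many fragments. A single spread beyond counting noise was used for all genes (dispersion 0.00396), and the library pair was not simulated. The simulation therefore does not give the power for genes with few fragments or with the library pair present.

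Gene lists were tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation, adjusted over 12 lists. These are antigen presentation, MHC class I, MHC class II, S phase, G2/M, DNA replication, mismatch repair, GPI anchor synthesis, protein export, genes often induced by HDAC inhibitors, interferon response and mature myeloid genes. The S phase and G2/M lists are those distributed with the Seurat package, and the others were written from general knowledge after Figure 6B had been seen. GSVA scores were computed in Python 3.11.15 with gseapy 1.3.1 and a Gaussian kernel and compared by an exact permutation test, whose smallest two-sided p with 3 against 3 is 0.1. Matched random lists, 10000 per comparison, had the same size and a similar mean expression or length. All other splits of the 6 libraries into 3 and 3 were fitted in the same way, 10 splits with the real one.

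The design, the tests, the lists and a first group of alternatives were fixed before the data were examined. These alternatives were pseudocounts of 1 and 0.01, no filter, a minimum mean FPKM of 1, median scaling, quantile normalization, each library left out in turn, the replicate number as a block, limma without a trend, limma with a trend and robust variances, a log2 fold change of 1, fry, an estimated correlation, and the antigen presentation list without the HLA genes and CIITA. The voom fits and a term that sets control replicate 3 and I13 replicate 2 apart were added after the data had been seen. The genes named in the text were set by a rule. They are every gene the paper names; the 5 genes with the largest increase and the 5 with the largest decrease among genes with an unadjusted p under 0.05, an absolute log2 fold change of at least 0.58, a mean FPKM of at least 1 and no overlap between the groups; every gene past the adjusted p; members of the antigen presentation list with an unadjusted p under 0.05; and, as a tally, the genes printed on the heatmap of Figure 6B. Other genes named in the text were chosen after their values were seen, which is not repeated at every gene. Genes under the minimum mean FPKM were left out of the tests. Values of some single genes that this rule covers are not reported here.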

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

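The voom fits and every test of an explanation in this part were chosen only after the result had been seen.

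LUCAT1 drew attention because it is a gene outside those the paper discusses with a signal in the I13 libraries and none in the control libraries. It is a noncoding RNA gene, annotated as antisense, on the minus strand of chromosome 5 from 91054834 to 91314547. It had 0 fragments in each control library and 18, 30 and 12 fragments in I13 replicates 1, 2 and 3, or 0.0649, 0.103 and 0.0451 FPKM. Against a floor of 3 fragments over the 3 control libraries this is at least 21.3-fold higher. The floor leaves out the counting error of the I13 fragments, and with it the lower 95% limit is 16.8-fold. The adjusted p was 4.32e-06 by voom and 2.35e-06 by voom with a term for the library pair. Its mean FPKM was under the limma minimum, so limma did not test it. A greater depth of the I13 libraries is argued against, since their total is 0.94 of that of the control libraries. The gene ADGRV1 overlaps it on the other strand and could be the source of its fragments, but ADGRV1 had 2 fragments over the 3 I13 libraries. Among the 10 splits of the libraries into 3 and 3, only 1, the real one, gave a gene at 0 in one group and at 10 or more fragments in every library of the other. A share under 0.1 is out of reach with 10 splits, so the splits cannot exclude a chance difference between libraries. Counting noise alone is argued against by this lower limit. An effect of I13 on LUCAT1 remains a hypothesis, and RNA from other cells was not tested.

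LTBP4 drew attention as a gene outside those the paper discusses with higher expression in every I13 library than in every control library. It lies on chromosome 19 from 40592883 to 40629818 and rose from 5.64 ± 0.173 FPKM (SD, n = 3) to 7.87 ± 0.928 FPKM (SD, n = 3). The adjusted p was 0.0398 by voom with a log2 fold change of 0.48, under the threshold of 0.58, and 0.54 by limma with a log2 fold change of 0.47 (standard error 0.095). With each library left out in turn, the limma log2 fold change was between 0.38 and 0.55. It was 0.50 within the 4 libraries and 0.41 within the pair of control replicate 3 and I13 replicate 2, so it was present in both sets. Greater depth is argued against by the same ratio of totals, 0.94. The neighboring gene SHKBP1 had a log2 fold change of 0.039 (standard error 0.072). Voom called 6 genes at an adjusted p and any fold change in the real split and at most 1 in the other 9, so that 1 of 10 splits gave as many, and chance cannot be excluded with so few splits. A response to I13 may explain the difference and stays open as a hypothesis.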

How the results depend on the processing

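The voom fits and the library pair term were chosen after seeing the data, and all other settings in this part were fixed in advance. The planned count test on recovered reads was not run.

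The number of genes past the adjusted p was 0 by limma, with 963 genes at an unadjusted p under 0.05, and 0 in 14 of 15 alternatives set in advance, each library left out included (0 to 0). The exception was limma without the trend, with 9 genes. Voom called 5, voom with the replicate block 15, voom without filter 8 and voom with the library pair term 18 genes, and limma with that term 0. The cause was not tested.

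The 220 higher and 225 lower genes at the unadjusted p became 72 and 62 with a pseudocount of 1, which shrinks the fold change of low genes, and 59 and 60 with a minimum mean FPKM of 1, which leaves 11517 genes to test. Of the 134 and 119 genes in these settings, 127 and 109 were among the 445. Voom gave 115 and 99, with 92 of 214 among the 445, voom with the replicate block 113 and 98, voom without filter 493 and 470, and voom with the library pair term 110 and 94. At a log2 fold change of 1, 152 genes were higher and 147 lower. With each library left out in turn, 224 to 282 genes were higher and 199 to 289 lower. The other alternatives stayed within 1.5 times. A mean under 10 fragments stood behind 336 of the 445 genes, and whether a greater depth would change the counts was not tested.

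Every list kept its direction wherever it passed. The adjusted p of the antigen presentation list was 4.97e-05 and rose to 0.0568 by fry and 0.139 with the correlation estimated, and the other 16 alternatives set in advance kept it under 0.05. With each library left out, the adjusted camera p was 6.28e-05 to 0.00192 for antigen presentation, 0.0057 to 0.0489 for MHC class I, 5.01e-05 to 0.00159 for MHC class II, 1.17e-06 to 0.00441 for S phase, 0.0318 to 0.894 for G2/M, 9.53e-05 to 0.104 for DNA replication, 0.00583 to 0.0643 for mismatch repair, 0.0617 to 0.36 for GPI anchor synthesis, 0.0429 to 0.224 for protein export, 0.013 to 0.0507 for the HDAC inhibitor genes, 0.243 to 0.935 for interferon response and 0.00212 to 0.0685 for mature myeloid genes. Calls changed without I13 replicate 2 for G2/M (0.0318), without control replicate 1 for DNA replication (0.104) and mismatch repair (0.0643), without control replicate 2 for protein export (0.0429), and without control replicate 3 for the HDAC inhibitor genes (0.0507) and mature myeloid genes (0.0685). With no filter, the last 2 lists were at 0.0537 each, and the HDAC inhibitor genes were at 0.0695 by voom without filter, which also brought interferon response to 0.0485. GPI anchor synthesis passed by voom (0.0435), voom with the replicate block (0.04), limma with the library pair term (0.0423) and voom with it (0.0324). The cause was not tested. The difference in GSVA score was 0.493 to 0.62 with each library left out and 0.374 to 0.62 over all 12 alternatives. Its exact permutation p, 0.1 at first, was 0.2 under median scaling and without control replicate 1, I13 replicate 1 or I13 replicate 2, and 0.1 under the others.

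The replicate numbers showed no clear pairing of the samples. The correlations of the deviations were 0.32, -0.379 and -0.297 for numbers 1, 2 and 3. These cover the 4133 genes with a mean FPKM of at least 10, a limit chosen after seeing the data. Across the 11517 genes with a mean FPKM of at least 1 they were 0.0831, -0.0698 and -0.0166. Deviations within a group cancel out. The match of control replicate 3 with I13 replicate 2 (0.514 across the 4133 genes) therefore pushes the values of numbers 2 and 3 down. These correlations cannot exclude a pairing. With the replicate block, limma called 0 genes at the adjusted p and 263 higher and 243 lower genes at the unadjusted p, and the antigen presentation list was at 9.53e-05. The unadjusted p of CIITA was 0.079 and that of AL117328.1 was 0.0643 with the block.

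Of 687 values of single genes under the alternatives set in advance, 650 kept their side of the threshold, 36 lost it, 1 gained it and 0 changed sign while called. Under the added settings, 2 of 203 lost it and the others kept it. Many of these values belong to genes that were not past the threshold at first, such as GAPDH, RUNX1 and HDAC1. For such genes, keeping the side means staying uncalled. Losses can fall only on genes called at first, and CIITA, HLA-B, HLA-DRA and AL117328.1 were among those with a loss.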

Differences from the paper's values

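The paper reports 76 higher and 65 lower genes. At the unadjusted p of the legend of Figure 6, 220 higher and 225 lower genes were found here. Of the 16 alternatives set before the data were examined, a pseudocount of 1 (72 and 62) and a minimum mean FPKM of 1 (59 and 60) gave both counts within 1.5 times the paper's. The other 14 did not, namely a pseudocount of 0.01, no filter, median scaling, quantile normalization, each of the 6 libraries left out, the replicate block, limma without a trend, limma with a trend and robust variances, and a log2 fold change of 1. Of 78 genes read by eye from the heatmap of Figure 6B, a pseudocount of 1 called 3, a minimum mean FPKM of 1 called 19, and the fit as designed called 35. Voom with the library pair term, chosen after seeing the values, gave 110 and 94, both within 1.5 times the paper's 76 and 65. It called all 64 heatmap genes that it tested, and the other 14 of the 78 were under its minimum of 10 fragments. Voom with the replicate block, also chosen after seeing the values, gave 113 higher genes, within 1.5 times the paper's 76, and 98 lower genes, and also called all 64 heatmap genes tested and left the 14 untested. Voom without these terms, likewise chosen after seeing the values, gave 115 and 99 and called 64 of the 78, and voom without filter gave 493 and 470 and called 77.

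At the corrected p of the methods, the paper's 76 higher and 65 lower genes stand against 0 and 0 by limma, with 963 genes at an unadjusted p under 0.05. None of the alternatives set before the data were examined came within 1.5 times the paper's counts, and limma without a trend came nearest with 4 and 5. The settings chosen after seeing the values gave 3 and 2 by voom, 11 and 4 by voom with the replicate block, 4 and 4 by voom without filter and 9 and 9 by voom with the library pair term.

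All 78 heatmap genes read by eye had a mean FPKM that moved in the direction drawn in Figure 6B. Of the 64 that were tested by limma, 64 kept that direction and 42 had an unadjusted p under 0.05.

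The paper calls CIITA, HLA-B and HLA-DRA significantly higher in the sequencing data, and it followed them by RT-PCR and Western blotting at 72 h. All 3 were past the unadjusted p and the fold threshold here, with log2 fold changes of 0.73, 0.64 and 1.02, and their adjusted p by limma was 0.947, 0.54 and 0.875. At an adjusted p, HLA-B was called by voom (0.0157), by voom with the replicate block (1.75e-04), without filter (0.00166) and with the library pair term (9.44e-04). CIITA was called by voom with the replicate block (0.0379) and with the library pair term (0.0429). By limma with that term its adjusted p was 0.67 and its unadjusted p 0.0589, so the unadjusted call was lost. These settings were chosen after seeing the values. HLA-DRA was called at an adjusted p by none of the settings run.

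The paper also calls HLA-DP higher in the sequencing data, and separately at the surface of Kasumi-1 cells by flow cytometry after 72 h. The values here are mRNA at 48 h and do not bear on the surface protein. The HLA-DP chain genes were under the minimum mean FPKM of 0.1. HLA-DPA1 had 2 fragments in the control and 14 in the I13 libraries, and HLA-DPB1 had 12 and 7. With no filter the log2 fold changes by limma were 0.48 (unadjusted p = 0.0468, adjusted p = 0.9) and -0.29 (unadjusted p = 0.415). Voom without filter, chosen after seeing the values, put HLA-DPA1 past the unadjusted p and the fold threshold, with a log2 fold change of 2.28 (unadjusted p = 0.00349, adjusted p = 0.529).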

Other observations

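Tests of the S phase, G2/M, HDAC inhibitor, mature myeloid and interferon lists and the splits of the limma counts were planned. The tests of the library pair, of a swap, of shared reads and of matched lists, and the splits of the lists and of the voom counts, were chosen only after the result had been seen.

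Control replicate 3 and I13 replicate 2 stood apart from the other 4 libraries. Their deviations from their group means correlated at 0.514 across the 4133 genes with a mean FPKM of at least 10 and at 0.0719 across the 11517 genes with a mean FPKM of at least 1. Genes are not independent replicates. The chi-square per gene was 3.06 to 5.6 between libraries of the same set and 5.96 to 8.27 across the sets. A difference in depth is argued against, since the higher depth of the pair is 0.969 of the highest among the 4, and depths of both sets overlap. The median difference between the pair and the 4 libraries was 0.13 (log2) for 339 genes on chromosome 19 and -0.11 for 153 genes on chromosome 4, a gap of 0.24. Gene length is argued against as the whole source, because the gap was 0.27 among genes of middle length and 0.21 and 0.24 among short and long genes. The median difference itself went down with length, from 0.059 in short to 0.036 in middle and -0.022 in long genes, so length stays open as a part of it. GC content of the transcripts is a candidate explanation, as these chromosomes differ in base composition, but no genome sequence was used here and it cannot be told apart from other differences between chromosomes. The number of pairs cannot exclude chance, since 1 of 15 pairs is the smallest share there is. Counting noise alone is argued against by the ranges of the chi-square, which do not overlap, and by 718 genes apart for this pair against at most 11 for any other. No biological explanation was tested. The 4 splits with the pair on one side gave 1344 to 1467 genes at an unadjusted p under 0.05 by limma, more than the 963 of the real split. With a term for the pair, voom called 84 genes at any fold change in the real split and at most 8 in the others, and 1 of 10 splits gave as many. The log2 fold change within the 4 libraries was larger than within the pair for CD74 (0.43 and 0.26) and ANPEP (0.46 and 0.14), a difference that was not tested.

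The number of genes past the unadjusted p and the fold threshold, 445, lay among the 393 to 464 of the other 9 splits, and 2 of 10 splits gave as many, so chance cannot be excluded. By voom the same count was 214 against 111 to 175 in the other splits. At the adjusted p, limma called 0 genes in the real split and 0 to 7 in the others. With a count of 0, as many are found in 10 of 10 splits by construction, which says nothing about chance. By voom at any fold change, 6 genes were called in the real split, as many as in 1 of 10 splits. A swap of samples between the groups could lower the number of calls, and another split would then give more, but by voom the highest number among the other splits was 1. The second principal component also placed all 3 control libraries on one side (0.32 to 0.50) and all 3 I13 libraries on the other (-0.44 to -0.35). Both argue against a swap of a control with an I13 library. The limma count, with up to 7 genes in another split, goes the other way and rests on few genes.

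Genes often induced by HDAC inhibitors, 13 tested of a list of 17, would rise with a response of that kind. As a set they were lower with I13, 10 lower and 3 higher, with a median log2 fold change of -0.18 and an adjusted p of 0.00344 by fry and 0.00761 by camera, which argues against a rise of this list at 48 h. With the correlation estimated the adjusted p was 0.139, and the adjusted camera p lay between 1.97e-04 and 0.0695 over all alternatives. Without control replicate 3 the adjusted camera p was 0.0507. The adjusted fry p was 0.0435 by voom and 0.11 by voom with the library pair term. The mean log2 fold change was -0.14 within the 4 libraries and -0.086 within the pair, and the camera p was as small in 1 of 10 splits and under 0.05 in 0 of the 9 others, so chance cannot be excluded with so few splits. Among random lists matched on expression, a share of 0.0001 had as large a median, the smallest share that 10000 lists can give, and a share of 0.0006 among lists matched on length, which argues against a trend of fold changes with either. H1F0 (-0.24), TXNIP (-0.18) and GLRX (-0.29), named after their values were seen, were lower in every I13 library than in every control library, and CDKN1A had a log2 fold change of 0.21 (standard error 0.22). The paper reports more acetylated histone H3 with I13, measured by Western blotting, and other explanations for this list were not tested.

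The paper measured a G0/G1 arrest of Kasumi-1 cells by flow cytometry at 48 h. Fewer cells in S phase could lower S phase transcripts. Of 43 S phase genes, 39 were higher and 4 lower with I13, with a median log2 fold change of 0.075, an adjusted p of 3.34e-05 by camera, 0.115 by fry and 0.139 with the correlation estimated. The adjusted camera p lay between 6.80e-07 and 0.00441 over all alternatives, in the direction of a rise. The mean log2 fold change was 0.095 within the 4 libraries and 0.022 within the pair. The list means of the groups overlapped. The GSVA scores did not, with -0.477 to -0.202 in the control and -0.0169 to 0.488 in the I13 libraries. Their exact permutation p, two-sided, was 0.1, and 0.2 without control replicate 1. The camera p was as small in 1 of 10 splits, and it was also under 0.05 in 3 of the 9 other splits. Each other split still sets more control libraries on one side than on the other, so part of any treatment difference stays in it. The splits cannot tell whether a small camera p of this list needs the treatment. The list mean was higher with I13 by 0.071 (standard error 0.033), with 39 genes higher and 4 lower, which argues against a fall of this list. With the fry p, a rise and no change cannot be told apart. Random lists matched on expression had as large a median in a share of 0.0001, the smallest that can be given, and lists matched on length in a share of 0.0005, which argues against a trend of fold changes with either. The 54 G2/M genes had a median log2 fold change of 0.014 and an adjusted p of 0.598 by camera and 0.869 by fry. Without I13 replicate 2 the adjusted camera p was 0.0318, and it lay between 0.0318 and 0.894 over all alternatives. The camera p of G2/M was as small in 10 of 10 splits and under 0.05 in 3 of the 9 others. For G2/M, a fall with the arrest cannot be told apart from no change, because the fry p leaves both open with 3 libraries per group.

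The remaining lists were set against the same 10 splits. The camera p was as small in 1 of 10 splits for antigen presentation, MHC class I, MHC class II, mismatch repair, GPI anchor synthesis, protein export and mature myeloid genes, in 2 of 10 for DNA replication and in 7 of 10 for interferon response. Chance cannot be excluded for any of them with 10 splits. In the 9 other splits the camera p was under 0.05 in 4 for DNA replication, in 3 for antigen presentation, in 2 each for MHC class I and MHC class II, in 1 each for mismatch repair, interferon response and mature myeloid genes, and in 0 for GPI anchor synthesis and protein export. The fry p was under 0.05 in 1 of the 9 for mismatch repair, interferon response, mature myeloid genes and G2/M and in 0 for every other list. Each other split still sets more control libraries on one side than on the other, so part of any treatment difference stays in it. The splits thus cannot show whether camera passes these lists without such a difference. For antigen presentation the adjusted p was 4.97e-05 by camera, 0.0568 by fry and 0.139 with the correlation estimated, so the camera p should not be read alone. For the antigen presentation list, a share of 0.0005 of random lists matched on expression and 0.0016 of lists matched on length had as large a median, which argues against a trend of fold changes with expression or length as its source.

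A response to interferon could raise HLA genes. The interferon list, 18 genes tested of 27, had 8 genes higher and 10 lower, a median log2 fold change of -0.011 and an adjusted p of 0.598 by camera and 0.869 by fry, and its mean was -0.17 within the 4 libraries and 0.18 within the pair. IFI6 (0.46) and IFIT3 (-0.40), named after their values were seen, went opposite ways. Members that go both ways leave this explanation open. Fragments shared between HLA paralogs could move a change from one HLA gene to another. CD74 has no such paralog and rose by a log2 fold change of 0.37, which shows a rise outside the HLA family and leaves open how fragments were divided within it.

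The paper reports CD11b and CD13 as higher at the surface of Kasumi-1 cells after 72 h, and CD14 and CD15 as higher in other cell lines. The transcripts were measured here in Kasumi-1 cells at 48 h. ANPEP (CD13) rose from 24.0 ± 2.06 to 30.6 ± 1.47 FPKM, a log2 fold change of 0.35 (standard error 0.073), with an adjusted p of 0.54 by limma, 0.0878 by voom and 0.00193 by voom with the library pair term. ITGAM (CD11b) had 7 to 22 fragments per library and a log2 fold change of 0.094 (standard error 0.44). FUT4 (CD15) had one of -0.089 (standard error 0.063), and CD14 had 0 fragments in the control and 1 in the I13 libraries. A rise of mature myeloid transcripts could accompany these markers. The mature myeloid list, 17 genes tested of 27, had 10 genes lower and 7 higher, a median log2 fold change of -0.061 and a mean of -0.13, so its members went both ways. It was lower as a set, with an adjusted p of 0.0629 by fry, 0.00665 by camera and 0.139 with the correlation estimated. After voom the adjusted fry p was 0.0435, and with the library pair term 0.11. Without the genes printed on the heatmap of Figure 6B, the camera p was 0.126 and the fry p 0.191. Without control replicate 3 the adjusted camera p of the whole list was 0.0685, and it lay between 6.58e-04 and 0.0685 over all alternatives. Its mean log2 fold changes were -0.14 within the 4 libraries and -0.11 within the pair. CSF1R (-0.46), CSF3R (-0.27) and LYZ (-0.60) were lower, and CD33 was higher (0.20), each named after its values were seen. The list mean was lower in every I13 library than in every control library, with a difference of -0.13 (standard error 0.050). This argues against a rise of the list as a set at 48 h, although 7 members and ANPEP were higher. The GSVA scores of the groups overlapped (exact permutation test, two-sided, p = 0.2), and the fall was less clear without the heatmap genes. The values leave a rise at 72 h open.

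The genes of the AML1-ETO fusion, RUNX1 and RUNX1T1, had log2 fold changes of 0.017 (standard error 0.058) and -0.029 (standard error 0.069) at 48 h, which count the fusion and the unfused transcripts together. HDAC1, HDAC2, HDAC3 and HDAC6 had log2 fold changes of 0.085, -0.031, 0.064 and -0.12, with unadjusted p-values from 0.119 to 0.71 by limma. GAPDH had one of -0.12 (standard error 0.064). HLA-DRB1 had 4 fragments in the control and 6 in the I13 libraries, a ratio of 1.6 with a 95% counting interval from 0.378 to 7.69.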
